# Microarray data and gene expression statistics for *Saccharomyces cerevisiae* exposed to simulated asbestos mine drainage

**DOI:** 10.1016/j.dib.2017.05.021

**Published:** 2017-05-12

**Authors:** Heather E. Driscoll, Janet M. Murray, Erika L. English, Timothy C. Hunter, Kara Pivarski, Elizabeth D. Dolci

**Keywords:** VAG, Vermont Asbestos Group, others throughout this manuscript include BAP, biotinylated anti-phycoerytherin antibody, DE, differentially expressed, FDR, false discovery rate, NCBI GEO, National Center for Biotechnology Information Gene Expression Omnibus, NIGMS, National Institute of General Medical Sciences, NIH, National Institutes of Health, PC1, first principal component, PCA, principal components analysis, PGS, Partek® Genomics Suite, RMA, Robust Multichip Average, SAPE, streptavidin-phycoerytherin dye, TKN, Total Kjeldahl Nitrogen, VGN, Vermont Genetics Network, VT-ANR, Vermont Agency of Natural Resource, YPD, yeast extract peptone dextrose, Ultramafic, Chrysotile asbestos, Mine drainage, Gene expression, Microarray, *Saccharomyces cerevisiae*, Environmental toxicology

## Abstract

Here we describe microarray expression data (raw and normalized), experimental metadata, and gene-level data with expression statistics from *Saccharomyces cerevisiae* exposed to simulated asbestos mine drainage from the Vermont Asbestos Group (VAG) Mine on Belvidere Mountain in northern Vermont, USA. For nearly 100 years (between the late 1890s and 1993), chrysotile asbestos fibers were extracted from serpentinized ultramafic rock at the VAG Mine for use in construction and manufacturing industries. Studies have shown that water courses and streambeds nearby have become contaminated with asbestos mine tailings runoff, including elevated levels of magnesium, nickel, chromium, and arsenic, elevated pH, and chrysotile asbestos-laden mine tailings, due to leaching and gradual erosion of massive piles of mine waste covering approximately 9 km^2^. We exposed yeast to simulated VAG Mine tailings leachate to help gain insight on how eukaryotic cells exposed to VAG Mine drainage may respond in the mine environment. Affymetrix GeneChip® Yeast Genome 2.0 Arrays were utilized to assess gene expression after 24-h exposure to simulated VAG Mine tailings runoff. The chemistry of mine-tailings leachate, mine-tailings leachate plus yeast extract peptone dextrose media, and control yeast extract peptone dextrose media is also reported. To our knowledge this is the first dataset to assess global gene expression patterns in a eukaryotic model system simulating asbestos mine tailings runoff exposure. Raw and normalized gene expression data are accessible through the National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO) Database Series GSE89875 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE89875).

**Specifications table**

**Table:** 

Subject area	*Biology*
More specific subject area	*Transcriptomics, environmental toxicology*
Type of data	*Data tables and corresponding visualizations*
How data was acquired	*Affymetrix GeneChip® Yeast Genome 2.0 Array, Robust Multichip Average normalization, statistical analysis*
Data formats	*Raw and normalized microarray data table* *Water and media chemistry metadata table* *One-way analysis of variance results gene table* *Differentially expressed gene table*
Experimental factors	*Treatment (asbestos mine tailings-exposed) vs. control*
Experimental features	*Total RNA was recovered from four Saccharomyces cerevisiae strain NRRLY-12632 (ATCC® 18824) replicates exposed to simulated asbestos mine tailings runoff for a 24-h period and three control replicates.*
Data source location	*Lowell tailings pile, Vermont Asbestos Group Mine, Lowell, Vermont, USA (near 44°45׳51.8"N 72°31׳22.2"W)*
Data accessibility	*Microarray data and some sample metadata are available at NCBI GEO Series*GSE89875*: r*https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE89875. *Water and media chemistry data tables as well as gene statistical data tables are available in this article.*

**Value of the data**

• This is the first global gene expression dataset from a eukaryotic model system exposed to asbestos mine tailings runoff.
• Water chemistry of the simulated asbestos mine-tailings leachate used in this experiment is geochemically similar to runoff from the Vermont Asbestos Group mine and may well represent physio-chemical properties of other alkaline mine drainage systems.
• Our thorough metadata descriptions, including water and growth media chemistry, maximize the utility of these microarray data to others studying the biological effects of asbestos mine drainage.
• Both the normalized intensity data and gene expression profile data can be used in functional analysis and systems biology approaches to understanding complex biological processes affected by asbestos mine runoff.

## 1 Data

### 1.1 Water and media chemistry data

Simulated asbestos mine drainage water chemistry shows similarities to the geochemistry of surface water samples collected previously from the VAG Mine by the Vermont Agency of Natural Resources (VT-ANR), particularly pH and conductivity for simulated asbestos mine drainage and impaired site Burgess Branch 5.0 [1]. Table 1 includes select chemical properties from simulated asbestos mine drainage from this research as well as four localities from the VT-ANR report [1], including Hutchins Brook 3.1 and Burgess Branch Tributary 8, two control sites that do not receive asbestos mine drainage runoff and two asbestos mine drainage-impaired sites downstream of the mine, Hutchins Brook 2.1 and Burgess Branch 5.0. These results establish the mine-tailings leachate prepared in the lab for this study as a reasonable substitute for VAG Mine drainage. Complete water chemistry for this study are available in Supplementary Table 1.

**Table 1:** Select parameters from simulated asbestos mine drainage water chemistry from this study compared to previously analyzed environmental samples from VT-ANR water quality reports/surface water analyses [1].

**Parameter**	**Units**	**Simulated asbestos mine drainage prepared on two dates in 2014 (Spring/Summer)**	**Burgess Br. Trib. 8 (control)** **2007**	**Burgess Br. 5.0** **(impaired)** **2007 2009**		**Hutchins Br. 3.1** **(control)** **2007**	**Hutchins Br. 2.1** **(impaired)** **2007 2009**	
pH		9.2/-	7.8	**8.53**	8.39	7.65	8.44	8.04
Alkalinity	mg/L	-/-	43.5	**246**	**276**	48.8	**134**	**95.3**
Conductivity	umho	-/541	98.3	**495**	**534**	103	**278**	186
Mg^2+^	mg/L	120/120	6.61	**59.5**	**67.8**	7.78	**32.7**	**20.9**
Fe^2+/3+^	μg/L	<20/<20	129	<50	103	<50	<50	54.3
Ca^2+^	mg/L	1.3/1.4	7.27	13.8	15.6	6.76	8.43	7.64
SO_4_^2−^	mg/L	-/2.7	5.08	**22.8**	**24.6**	3.97	10.7	6.47
Cl^−^	mg/L	-/<2.5	<2	3.31	3.5	<2	<2	<2
Ni^2+^	μg/L	<5/<5	<5	**16.6**	**15.4**	<5	**73.9**	**38.7**
Mn^2+^	μg/L	<20/<20	21.2	24.4	**76.6**	<5	<5	5.05
K^+^	mg/L	<0.5/<0.5	0.35	1.2	1.36	0.14	0.34	0.25
Na^+^	mg/L	<0.5/<0.5	1	2.47	2.89	0.43	0.73	0.53
As	μg/L	<1/<1	1	2.7	3.1	0.86	**12.2**	3.13

Values in bold indicate large differences between impaired and control sites in the VT-ANR report.

Control group media chemistry is notably different than simulated asbestos mine drainage media (Table 2). Total magnesium concentration is considerably higher in simulated asbestos mine drainage than control media (100 mg/L and 2.6 mg/L, respectively). Additionally, the pH of the experimental group media suggests that simulated asbestos mine drainage water (pH 9.2) was buffered by the yeast extract peptone dextrose (YPD) media (pH 7.23).

**Table 2:** Complete chemistry from simulated asbestos mine drainage media and control media.

**Parameter**	**Simulated asbestos mine drainage media**	**Control media**	**Units**	**Method**
pH	7.23	6.38		
Conductivity	2780	2490	umhos/cm	EPA 120.1
Aluminum, total	<0.040	<0.040	mg/L	EPA 200.7
Antimony, total	<0.002	<0.002	mg/L	SM20 3113B
Arsenic, total	0.001	<0.001	mg/L	SM20 3113B
Beryllium, total	<0.002	<0.002	mg/L	EPA 200.7
Bromide	<25	<25	mg/L	EPA 9056A
Cadmium, total	<0.004	<0.004	mg/L	EPA 200.7
Calcium, total	7.1	5.7	mg/L	EPA 200.7
Chloride	330	210	mg/L	EPA 300.0
Chromium, total	<0.010	<0.010	mg/L	EPA 200.7
Cobalt, total	<0.040	<0.040	mg/L	EPA 200.7
Copper, total	<0.040	<0.040	mg/L	EPA 200.7
Iron, total	0.47	0.3	mg/L	EPA 200.7
Lead, total	<0.001	<0.001	mg/L	SM20 3113B
Magnesium, total	100	2.6	mg/L	EPA 200.7
Manganese, total	<0.040	<0.040	mg/L	EPA 200.7
Mercury, total	<0.0002	<0.0002	mg/L	EPA 245.1
Molybdenum, total	<0.040	<0.040	mg/L	EPA 200.7
Nickel, total	<0.010	<0.010	mg/L	EPA 200.7
Nitrate as N	2.9	<2.0	mg/L	EPA 300.0
Nitrite as N	<2.0	<2.0	mg/L	EPA 300.0
Phosphorus, total	190	180	mg/L	EPA 6010C
Potassium, total	510	490	mg/L	EPA 200.7
Selenium, total	<0.002	<0.002	mg/L	SM20 3113B
Silver, total	<0.040	<0.040	mg/L	EPA 200.7
Sodium, total	300	290	mg/L	EPA 200.7
Sulfate	160	100	mg/L	EPA 300.0
Thallium, total	<0.001	<0.001	mg/L	SM20 3113B-04
Tin, total	<0.040	<0.040	mg/L	EPA 200.7
Total Kjeldahl nitrogen (TKN)	840	890	mg/L	EPA 351.2, R.2
Zinc, total	0.96	0.93	mg/L	EPA 200.7

### 1.2 Microarray data

Raw and normalized microarray data for all Affymetrix GeneChip® Yeast Genome 2.0 Array probesets are available through NCBI GEO Series GSE89875: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE89875. 

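RNA from 7 independent cultures of S. cerevisiae NRRL Y-12632 was measured after 24 h of growth, 4 in YPD media made with simulated asbestos mine drainage (pH 7.23, 100 mg/L magnesium) and 3 in control YPD media (pH 6.38, 2.6 mg/L magnesium). YPD is a rich yeast medium of yeast extract, peptone and glucose. ACT1, which encodes actin, had an RMA log2 signal of 11.65 ± 0.081 (SD) on the 4 mine drainage arrays and 11.60 ± 0.013 on the 3 control arrays, a difference of 0.04 (standard error 0.09, adjusted p = 0.727 from limma), which turned to -0.02 after a further quantile normalization. TDH3, a glyceraldehyde-3-phosphate dehydrogenase of glycolysis, differed by 0.09 (standard error 0.09, adjusted p = 0.454 from limma). Of the 10928 probesets on the array, each a set of short probes for a transcript, 5498 name S. cerevisiae genes in the gene table used here (5449 genes), 1747 name genes of Schizosaccharomyces pombe, 213 are control probesets and 3470 carry no gene name. The authors made the values with the Robust Multichip Average, which corrects the background, brings all arrays to the same distribution and summarizes the probes of each probeset on a log2 scale. Nothing was normalized again, and mine drainage minus control was tested for each S. cerevisiae probeset with limma, a linear model that shares information on the spread across probesets, adjusted by the Benjamini-Hochberg method over the 5498 probesets. The 95th percentile of the S. pombe probesets, which have no designed target in these cultures, was 1.52, and 5421 of the S. cerevisiae probesets (98.6%) lay above it on at least 3 arrays. No S. pombe probeset differed between the groups at an adjusted p under 0.05 from limma or from the study's gene-by-gene test, and 93 did at an unadjusted p under 0.05 from limma. The rRNA probesets of the array had a mean of 11.9 ± 0.118 in mine drainage and 11.5 ± 0.123 in control (exact permutation test, two-sided, p = 0.0286, the smallest p that 35 splits allow). The hybridization controls, which were added to the samples and do not come from the cells, had 9.62 ± 0.23 and 9.19 ± 0.18 (exact permutation p = 0.0857). The difference between 3' and 5' probesets of the same control transcripts was 0.535 ± 0.15 in mine drainage and 0.848 ± 0.158 in control (exact permutation p = 0.0571). It is a mean over transcripts that did not all move alike. Most had a smaller difference in mine drainage, such as SRB4 (1.51 to 1.74, against 2.31 to 2.58 in control). EAF5 (0.182 to 1.25, against 0.159 to 0.463) and WBP1 had a larger one on average. Some genes, such as ACT1, also enter the mean again under a systematic name. The number of arrays limits the precision, and hybridization batches are not given in the sources used here.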

Microarray data exploration at the sample-level using principal components analysis (PCA) identifies distinct molecular phenotypes in simulated asbestos mine drainage versus control samples and shows no significant outliers in the study set (Fig. 1). 

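Each mine drainage array lay above every control array for 973 S. cerevisiae probesets and below every control array for 1126, together 38.2% of those tested, where chance gives 5.71%. DIA1, a gene involved in invasive and pseudohyphal growth, had the smallest p among the named genes: its log2 signal was 7.95 ± 0.034 (SD, 4 arrays) in mine drainage and 9.49 ± 0.080 (SD, 3 arrays) in control, a fall of 2.92-fold (adjusted p = 6.15e-05 from limma). GCV2, the P subunit of the mitochondrial glycine decarboxylase, rose from 7.58 ± 0.096 to 9.07 ± 0.12 (adjusted p = 0.000179 from limma). Both differences were many times the spread between replicate arrays. Over all S. cerevisiae probesets, the mean correlation between arrays was 0.989 within mine drainage, 0.9905 within control and 0.9714 between the groups. A principal components analysis of the covariance matrix placed 62.8% of the variance on the first component, 14.3% on the second and 9.58% on the third. On the second component mine drainage replicates 1 and 2 lay at opposite ends, at -14.3 and 11.9, while the other mine drainage arrays lay at 1.49 and 0.615. Scores on that component did not separate the groups (exact permutation p = 0.943).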

The first principal component (PC1) correlates with our single biological factor, simulated asbestos mine drainage exposure. 

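The probesets with the largest weights on PC1 were those of CAR2 (0.0776), the ornithine transaminase of arginine breakdown, FMP45 (0.0774), a membrane protein related to Sur7, and RPP2A (0.066), a protein of the ribosomal stalk, all higher in mine drainage. Among genes lower in mine drainage, IRC10 had a weight of -0.0578 and PUG1, a plasma membrane protein of heme and protoporphyrin transport, of -0.053. GCV3, the H protein of glycine decarboxylase, and PHO5, the secreted acid phosphatase, carried weights of 0.0586 and 0.044. PC1 scores averaged 12.6 ± 2.52 (SD) over the 4 mine drainage arrays and -16.8 ± 7.29 over the 3 control arrays, with every mine drainage array above every control array (exact permutation test, two-sided, p = 0.0286). Mine drainage arrays lay between 10.5 and 15.9. Control replicate 1 lay at -8.5, nearer to the mine drainage arrays than control replicates 2 and 3, at -19.6 and -22.3. Over the 978 probesets called without control replicate 1 at an adjusted p under 0.05 and a fold change of at least 1.5, its signal stood at a median 0.409 of the way from the other controls to mine drainage. The paper states that the first component correlates with simulated asbestos mine drainage exposure, its single biological factor.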

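More genes of the phosphate and iron regulons rose than fell after growth in simulated asbestos mine drainage, and genes of the calcium-calcineurin response more often fell. Of 19 measured genes of the phosphate regulon, 5 rose and 1 fell at an adjusted p under 0.05 from limma, the same numbers as when adjusted over the list alone. Over all 5498 S. cerevisiae probesets 795 rose and 942 fell at that threshold, so calls were common outside the lists too. PHO84, the high-affinity phosphate transporter, rose from 6.60 ± 0.084 (SD, 3 arrays) to 7.92 ± 0.32 (SD, 4 arrays), a fold change of 2.49 (adjusted p = 0.00195). PHO4, the transcription factor of the regulon, rose by 1.38 on the log2 scale and VTC3, of the polyphosphate polymerase complex, by 0.40, while PHO89, a sodium-phosphate cotransporter, differed by -0.08 (adjusted p = 0.629), or by 0.14 after a further quantile normalization. The PHO89 probeset was dim, with the same value of 2.565 on all 3 control arrays, so it says little about a change. The phosphate list as a whole was higher than the other genes (limma camera, adjusted p = 0.0217, and adjusted p = 0.386 with an estimated correlation). Of 14 genes of the calcineurin-Crz1 response, 7 fell and none rose (7 lower and 2 higher when adjusted over the list alone), with an adjusted p of 0.018 for the list (adjusted p = 0.386 with an estimated correlation). They include PMC1, the vacuolar calcium pump, which fell from 9.71 ± 0.091 to 8.46 ± 0.12 (adjusted p = 0.000551), the protease gene YPS1, which fell by 0.53 on the log2 scale, and the transcription factor gene CRZ1, which fell by 0.62. The estimated correlation was 0.00943 for the phosphate list and -0.0415 for the calcineurin list, not above the preset 0.01. A higher correlation between their genes therefore does not account for the adjusted p of 0.386.

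**Figure D1:**
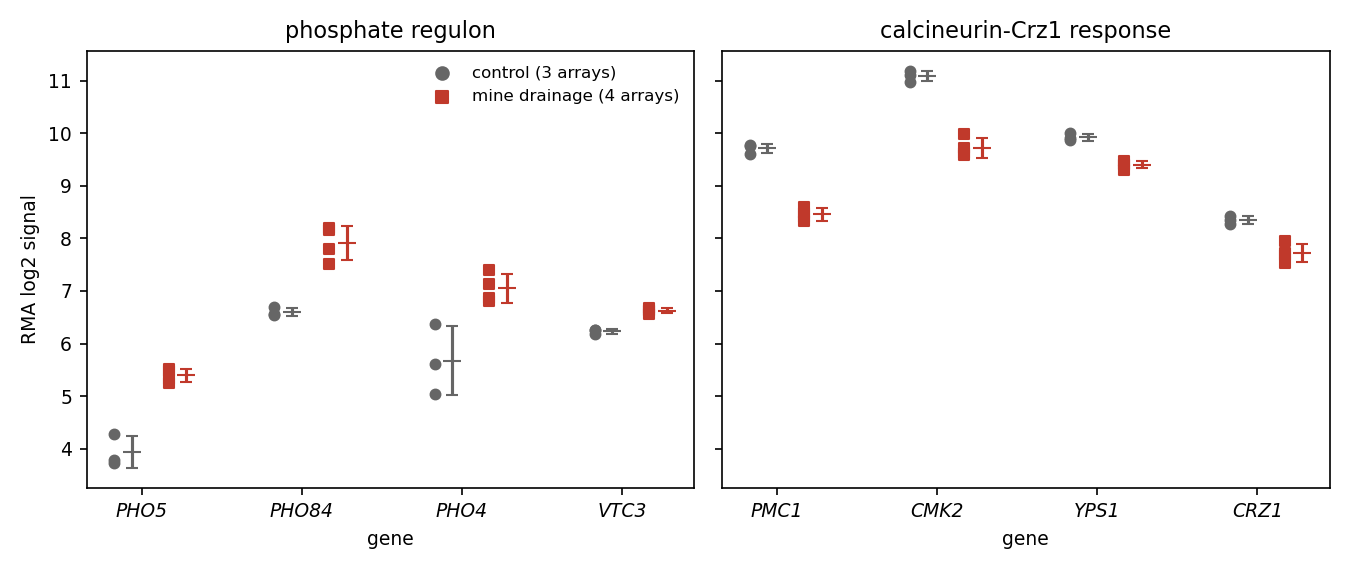
RMA log2 signal (vertical axis) of the 4 genes with the smallest p in the phosphate regulon (left) and the calcineurin-Crz1 response (right). Circles are the 3 control arrays and squares the 4 mine drainage arrays, with the mean and SD beside them. The mine drainage arrays lie above the control arrays for the phosphate genes and below them for the calcineurin genes.

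Of 27 iron regulon genes, 6 rose and 2 fell (the same when adjusted over the list alone, list adjusted p = 0.0146, and adjusted p = 0.386 with an estimated correlation), among them FET3, the multicopper oxidase of iron uptake, higher by 1.23 on the log2 scale, the mitochondrial iron carrier gene MRS4, by 0.85, and the reductase gene FRE1, by 0.77. In copper and manganese homeostasis 5 of 12 genes rose and 1 fell (the same when adjusted over the list alone), including the copper transporter genes CTR1 (0.53) and CTR3 (1.11), but the list did not pass the test (adjusted p = 0.35) and its median of -0.04 was opposite in sign to its mean of 0.18. Of 6 magnesium transport genes, 2 fell and none rose, also when adjusted over the list alone (list adjusted p = 0.281). ALR2, a plasma membrane magnesium transporter, fell by 0.70 (adjusted p = 0.00793, and it misses the threshold with the study's gene-by-gene test, adjusted p = 0.0527), and its paralog ALR1 differed by -0.05 (adjusted p = 0.689), or by 0.09 after subtraction of a trend with coding length. MNR2 and MRS2, of the vacuole and the mitochondrion, differed by -0.23 and 0.23 (adjusted p = 0.166 and 0.129). In all, 731 S. cerevisiae probesets had an unadjusted p under 0.05 from limma and a fold change of at least 1.5. The study's gene-by-gene test on the same 5498 probesets gave 697 at these thresholds, 311 higher and 386 lower. Without control replicate 1 the phosphate, calcineurin and iron lists missed the threshold, with adjusted p of 0.0686, 0.0582 and 0.0594. With the 3' to 5' difference of the arrays as a covariate, a setting chosen after the data were seen, the iron list had an adjusted p of 0.051, PHO84 a log2 difference of 0.95 (adjusted p = 0.0638) and ALR2 of -0.32 (adjusted p = 0.246).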

Gene-level ANOVA with *S. cerevisiae*-only probesets found 735 genes that are differentially expressed between treatment and control groups (unadjusted *p*-value <0.05; fold change >|1.5|) (Supplementary Tables 2–3). Of these 735 genes, 404 genes are down-regulated and 331 genes are up-regulated (Fig. 2). 

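In the lists of cytosolic ribosomal proteins, of glycine and purine metabolism, of central carbon metabolism and of sterol synthesis some genes rose and none fell in simulated asbestos mine drainage, and in meiosis and sporulation more genes fell than rose. Of the 107 measured genes of the first list, drawn by gene symbol, 26 rose and none fell (22 higher when adjusted over the list alone), with RPL26A higher by 0.91 on the log2 scale and RPL27B by 0.72 (list adjusted p = 8.93e-07 from limma camera, and adjusted p = 0.569 with an estimated correlation). The estimated correlation between its genes was 0.408, far above the preset 0.01. In fry, which tests a list without comparison to other genes, it did not pass (adjusted p = 0.0641). RPP1, a subunit of RNase P and not a ribosomal protein, was drawn in by its symbol and did not pass (0.36, adjusted p = 0.178), and it is named after its values were seen. In glycine cleavage and one-carbon metabolism 8 of 14 genes rose and none fell, also when adjusted over the list alone, among them GCV1, which rose by 1.17, and SHM2, the cytosolic serine hydroxymethyltransferase, by 0.80 (list adjusted p = 0.00135, and adjusted p = 0.417 with an estimated correlation). In purine synthesis 10 of 19 rose and none fell (10 higher and 1 lower when adjusted over the list alone), including ADE8 (1.27) and ADE1 (0.95), enzymes of the pathway (list adjusted p = 0.00135, and adjusted p = 0.386 with an estimated correlation). Glycolysis and ethanol fermentation had 7 of 20 genes higher and none lower, the same when adjusted over the list alone, with the glucokinase gene GLK1 higher by 0.63 and the pyruvate decarboxylase gene PDC1 by 0.45 (list adjusted p = 0.00135, and adjusted p = 0.511 with an estimated correlation). The TCA cycle had 7 of 15 higher and none lower, the same when adjusted over the list alone, with MDH1, the mitochondrial malate dehydrogenase, higher by 0.64 (list adjusted p = 0.0026, and adjusted p = 0.386 with an estimated correlation). For the respiratory chain and ATP synthase, 7 of 36 rose and none fell (6 higher when adjusted over the list alone), COX5A by 0.60 (list adjusted p = 0.0139, and adjusted p = 0.511 with an estimated correlation). Ergosterol synthesis had 9 of 25 higher and none lower, the same when adjusted over the list alone, with the mevalonate pathway gene MVD1 higher by 0.84 and the sterol desaturase gene ERG5 by 0.85 (list adjusted p = 0.00287, and adjusted p = 0.511 with an estimated correlation). Among seripauperin and anaerobic wall proteins 6 of 9 measured genes rose and none fell, also when adjusted over the list alone, TIR3 by 1.13 and TIR2 by 0.70 (list adjusted p = 0.00316, and adjusted p = 0.417 with an estimated correlation). The estimated correlation was above the preset 0.01 for each of these lists, from 0.036 for purine synthesis to 0.408 for the ribosomal proteins. The respiratory list also did not pass fry (adjusted p = 0.0503).

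**Figure D2:**
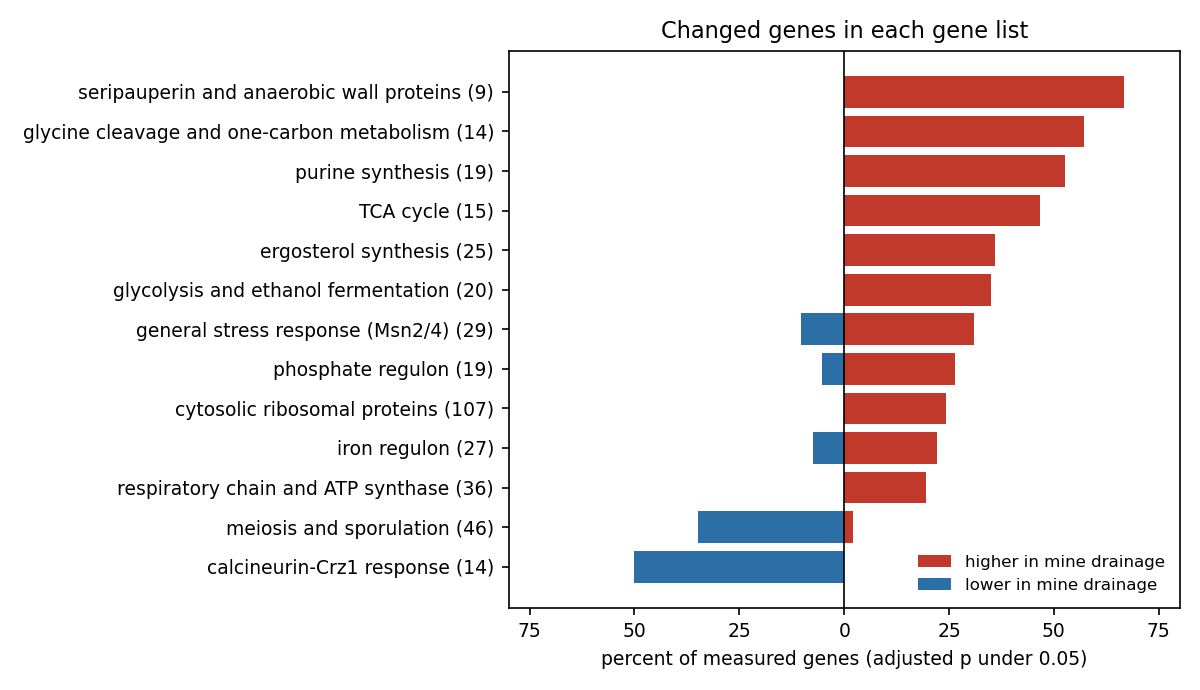
Percent of the measured genes of each list (horizontal axis) that were higher (right) or lower (left) in mine drainage at an adjusted p under 0.05 from limma, for the 13 lists past the threshold at the preset correlation, with the number of measured genes in brackets. None of the 13 passed with an estimated correlation (smallest adjusted p = 0.386). Over all 5498 S. cerevisiae probesets 795 were higher and 942 lower at that threshold. In 11 lists the higher genes outnumber the lower ones, and in meiosis and sporulation and in the calcineurin-Crz1 response the lower genes outnumber the higher ones.

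In meiosis and sporulation 16 of 46 genes fell and 1 rose (18 lower and 2 higher when adjusted over the list alone, list adjusted p = 0.0139, and adjusted p = 0.417 with an estimated correlation). ZIP1, of the synaptonemal complex, fell by 1.13 and the sporulation gene SPS2 by 1.00, while SMK1, a protein kinase of spore wall formation, rose by 0.90. The SPS2 probeset was dim, at 2.679 in mine drainage and 3.683 in control. The rRNA probesets were also higher in mine drainage, by 0.399, but so were the hybridization controls, which do not come from the cells, by 0.437 (exact permutation p = 0.0857). Whether the rRNA probesets moved with the ribosomal protein genes was not tested. Of the 731 probesets at the study's thresholds, 326 were higher and 405 lower in mine drainage, a balance that turned to 359 higher and 324 lower after a further quantile normalization and to 336 and 320 after subtraction of a trend with coding length, a setting chosen after the data were seen, and that was 355 and 358 after a median shift. After a further quantile normalization the respiratory, ergosterol and meiosis lists missed the threshold (adjusted p = 0.125, 0.109 and 0.294), and the meiosis list had an adjusted p of 0.051 with the 3' to 5' difference as a covariate, a setting chosen after the data were seen.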

Of the 761 genes that passed a more conservative false discovery rate (FDR) filtering threshold of 0.05, 405 exhibited a fold change >|1.5| (“step-up” *p*-value, Supplementary Tables 2–3, column K). 

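Genes of sulfate assimilation, nitrogen use and the stress response went both ways in simulated asbestos mine drainage. Of 35 genes of sulfate assimilation and methionine synthesis 8 fell and 4 rose, also when adjusted over the list alone (list adjusted p = 0.281 from limma camera). MET14 and MET16, of sulfate activation and reduction, fell by 1.01 and 0.73 on the log2 scale, and the regulator gene MET32 by 0.67, while CYS3, the cystathionine gamma-lyase, rose by 0.79. Of 35 genes under nitrogen catabolite repression 7 rose and 8 fell, the same when adjusted over the list alone (list adjusted p = 0.512). CAR1, the arginase, rose by 1.02, and the transcription factor genes DAL81 and GAT1 fell by 0.99 and 0.73. In amino acid synthesis 12 of 62 genes rose and 5 fell, the same when adjusted over the list alone, with SER2, of serine synthesis, higher by 0.71 and the regulator gene LEU3 lower at -1.01 (list adjusted p = 0.0865). In the general stress response of Msn2 and Msn4 9 of 29 genes rose and 3 fell (10 higher and 3 lower when adjusted over the list alone, list adjusted p = 0.0269, and adjusted p = 0.569 with an estimated correlation), DDR2 rising by 1.04 and the repressor gene XBP1 falling, at -0.97. Oxidative stress defence had 9 of 33 higher and 2 lower, also when adjusted over the list alone (list adjusted p = 0.095), with the mitochondrial superoxide dismutase gene SOD2 higher by 0.56 and the thioredoxin gene TRX2 by 0.83. At an adjusted p under 0.05 from limma, 1737 S. cerevisiae probesets changed, 795 higher and 942 lower (831 and 840 after a further quantile normalization, 845 and 853 after a median shift, and turned to 882 and 819 after subtraction of a trend with coding length, chosen after the data were seen), and 718 of the 1737 had a fold change of at least 1.5. The first count was 730 with the study's gene-by-gene test, 688 without control replicate 2, 861 without control replicate 3, 1134 without mine drainage replicate 3, 1118 without mine drainage replicate 4, 3296 with array weights, whose fit stopped before convergence, and 50 (30 higher, 20 lower) with the 3' to 5' difference of the arrays as a covariate, a setting chosen after the data were seen, and the count of 718 was 385 with the study's test and 50 with that covariate. The stress list missed the threshold without control replicate 1, control replicate 2 or mine drainage replicate 3 (adjusted p = 0.121, 0.0509 and 0.0752) and after a further quantile normalization. It also missed it in fry (adjusted p = 0.0869), and its estimated correlation was 0.167, above the preset 0.01.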

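The largest rise in simulated asbestos mine drainage was that of FMP45 (YDL222C), from a log2 signal of 5.68 ± 0.43 (SD, 3 control arrays) to 8.06 ± 0.35 (SD, 4 mine drainage arrays), a fold change of 5.20 (adjusted p = 0.00103 from limma). CAR2 (YLR438W) followed, from 7.33 ± 0.48 to 9.65 ± 0.19, a fold change of 5.00 (adjusted p = 0.000695). RPP2A rose 3.60-fold and GCV3 3.51-fold (adjusted p = 0.00396 and 0.000779). PET122, needed for translation of a mitochondrial cytochrome oxidase mRNA, rose 3.19-fold, with a control SD of 0.961, and SCS3, of phospholipid and fat storage, 3.03-fold. MF(ALPHA)1, which encodes the mating pheromone alpha factor, rose 2.98-fold, PHO5 2.75-fold and the water channel gene AQY2 2.72-fold. IRC10 (YOL015W) had the largest fall and fell by 1.70 on the log2 scale (standard error 0.23), and PUG1 (YER185W) fell by 1.66 (standard error 0.20, adjusted p = 0.00242 and 0.00177). The systematically named genes YMR084W and YMR085W were lower by log2 differences of -1.63 each, with standard errors of 0.33 and 0.24. MNT4, a putative mannosyltransferase, fell by 1.62 on the log2 scale, FYV7, of ribosomal RNA processing, by 1.53, IGO2, of entry into quiescence, by 1.42, NGL3 by 1.39 and CMK2, a calmodulin-dependent protein kinase, by 1.36 (adjusted p = 0.00135, 0.00434, 0.00141, 0.00365 and 0.000695). DIA1 and GCV2 complete the 10 largest rises and 10 largest falls among probesets that name a single gene and whose groups do not overlap. At an adjusted p under 0.05 and a fold change of at least 1.9, 136 probesets passed, 76 higher and 60 lower (80 and 81 without mine drainage replicate 2), and the number was 231 without control replicate 1, 237 with array weights, whose fit stopped before convergence, and 36 with the 3' to 5' difference of the arrays as a covariate. PET122, AQY2, YMR084W and FYV7 missed the threshold with the study's gene-by-gene test (adjusted p = 0.0734, 0.0526, 0.0666 and 0.0509). With the 3' to 5' difference as a covariate, a setting chosen after the data were seen, PET122 (0.64), AQY2 (1.10), YMR084W (-1.53), FYV7 (-1.24), RPP2A (1.39), SCS3 (1.52), MF(ALPHA)1 (1.50), IRC10 (-1.78), PUG1 (-1.72), YMR085W (-1.61) and NGL3 (-1.28) kept their direction but missed the threshold, 11 of the 20 genes, with adjusted p between 0.0522 (PUG1) and 0.297 (PET122).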

A hierarchical clustering map includes the highest and lowest expressers (FDR <0.05; fold change >|1.9|) for treatment and control groups (Fig. 3).

**Fig. 1:**
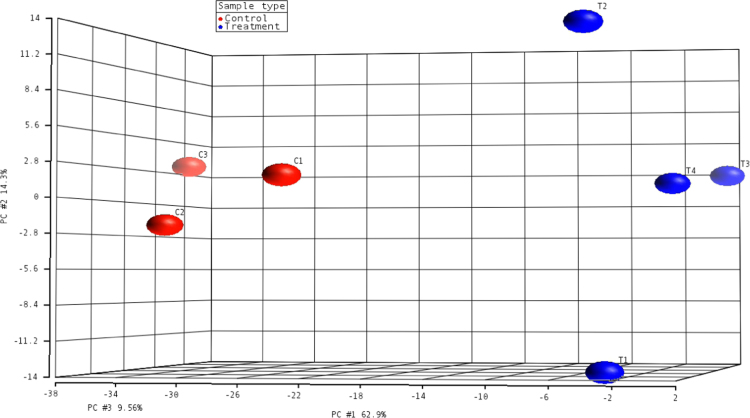
Principal components analysis plot based on RMA-normalized *S. cerevisiae*-only intensity data from GeneChip® Yeast Genome 2.0 Arrays.

**Fig. 2:**
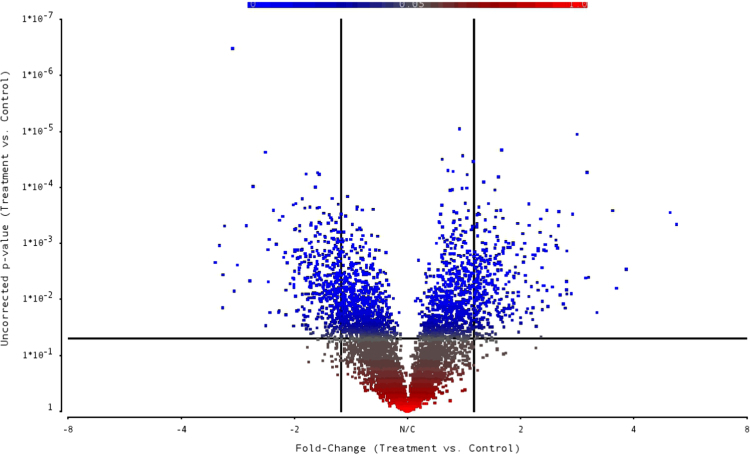
Volcano plot containing all genes from the one-way ANOVA based on *S. cerevisiae*-only probeset IDs (5716). Cutoff lines set to a fold change >|1.5| (*x*-axis) and uncorrected *p*-value <0.05 (*y*-axis).

**Fig. 3:**
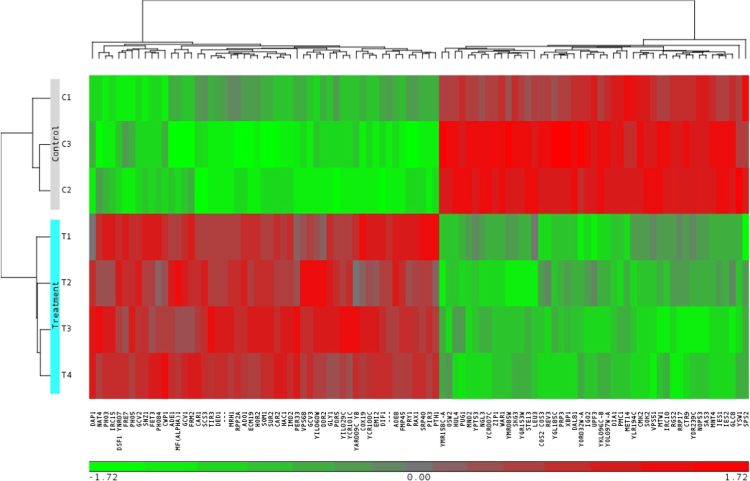
Heatmap of the genes that passed a conservative filtering threshold of FDR 0.05 and a fold change >|1.9| (100 genes). The RMA-normalized expression data used as input for this analysis were standardized with a mean of zero and a standard deviation of one.

## 2 Experimental design, materials and methods

### 2.1 Mine tailings collection and processing

A composite sample of the mine tailings surface was collected on June 19, 2013 from the Lowell Quarry at the VAG mine, Lowell, Vermont, USA (near 44°45′51.8″N 72°31′22.2″W) shown in Fig. 4. The tailings were collected in sterile Whirl-pak® bags (Nasco, Fort Atkinson, Wisconsin, USA) and stored at 4 °C until use. Tailings were processed and the leachate was prepared in the Dolci Laboratory at Johnson State College (Johnson, Vermont, USA) in February 2014. A 250 g sample of tailings was mixed with an equal volume (250 ml) of deionized water followed by exposure to three freeze–thaw cycles (−80 °C) over ten days. The thaw cycle was performed at room temperature with gentle rocking. Water was retrieved from settled tailings followed by filtration through a 0.22 µm polycarbonate filter. Modified YPD growth media was prepared with either simulated asbestos mine drainage or deionized water as follows: 12.5 g YPD powder (Fisher Scientific catalog #BP2469), 10 g glucose, 500 ml water and autoclaved [2]. Note, mineralogical characterization of VAG mine tailings was not performed for this study, however, it has been shown previously that magnesium, silicon, iron, and aluminum are major constituents and nickel and chromium are minor constituents of the tailings [3], [4].

**Fig. 4:**
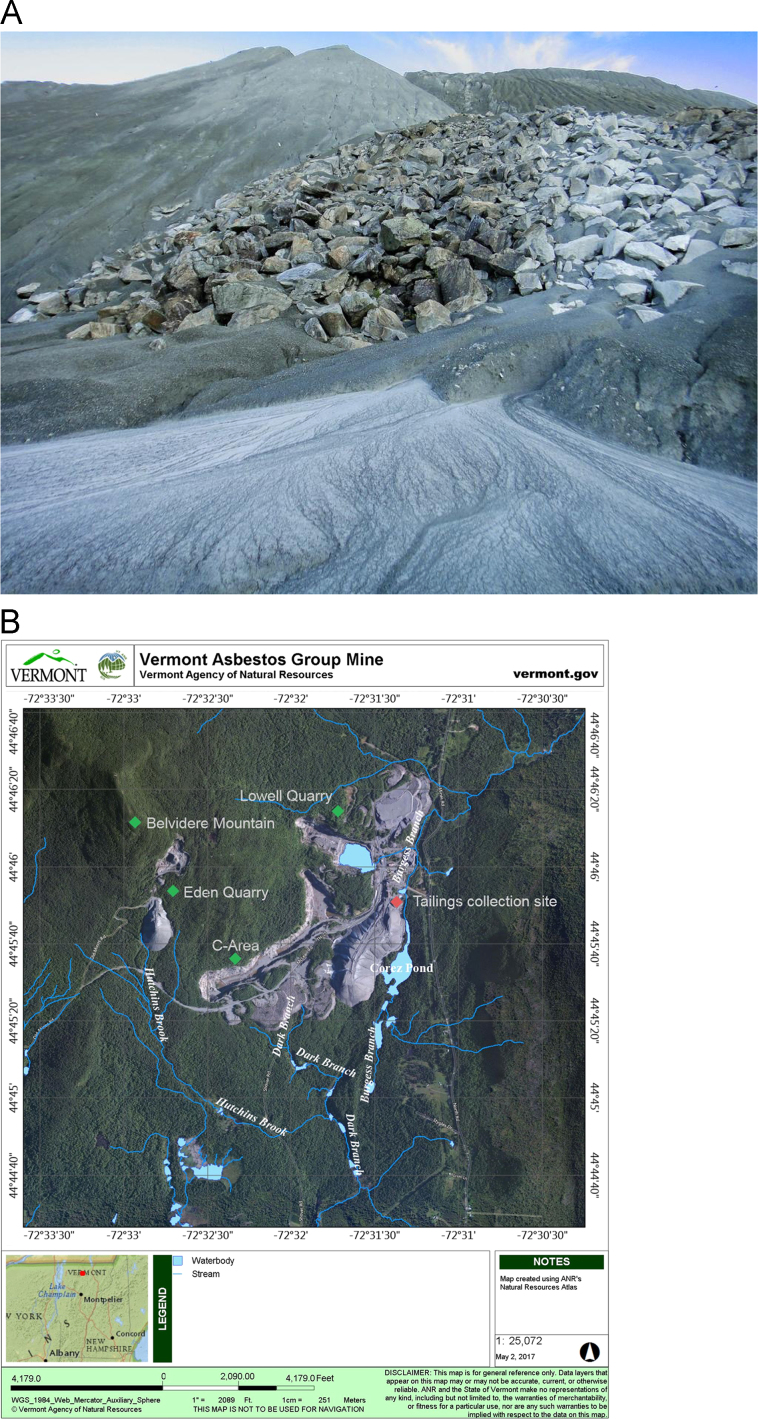
A. Vermont Asbestos Group Mine waste and tailings piles with runoff (photo source: Tony Rich @Asbestorama on Flickr, www.flickr.com/photos/asbestos_pix/). B**.** Aerial map marked with VAG Mine quarries and tailings collection site. Drainage from the VAG Mine enters two Lake Champlain watersheds, Hutchins Brook, which runs into the Lamoille River watershed to the South, and Burgess Branch, which runs into the Missisquoi River watershed to the North. Map source is http://anrmaps.vermont.gov/websites/anra/.

### 2.2 Physio-chemistry methods for water and media

Samples of the simulated asbestos mine drainage water (150 ml) as well as prepared simulated asbestos mine drainage media and control media (500 ml each) were sent to Endyne Inc. (Williston, Vermont, USA) for analysis. The methodology for the water chemical analyses reported in Table 1 and the complete water chemistry analyses can be found in Supplementary Table 1. Complete media chemistry methods are reported in Table 2.

### 2.3 Strain and growth conditions

A 48-h culture of *S. cerevisiae* strain NRRL Y-12632 (ATCC® 18824) grown in the control YDP media (described above) was used as inoculum for seven independent sample cultures, four experimental and three control. Growth was monitored by measuring the absorbance, A, at 600 nm (A_600_) and samples were inoculated into either fresh YPD control media or YPD simulated asbestos mine drainage media (A_600_ 0.05). The cultures were incubated aerobically (225 rpm) at 30 °C for 24 h, at which point cells from each sample were harvested (1.5 ml of culture media) and pelleted by centrifugation at 4000×*g* (6800 rpm) for RNA isolation.

### 2.4 RNA isolation and target preparation

Total RNA isolation for all samples was performed as described in [2]. Briefly, to form spheroplasts, all samples were treated with lyticase (10U/μl). Guanidinium isothiocyanate contained in the RLT buffer from the RNeasy® Plus Mini kit (Qiagen, Valencia, California, USA) was used to rupture cell membranes. Total RNA was collected using silica gel spin columns and DNase I was added to degrade genomic DNA. A Nanodrop 1000 Spectrophotometer (Thermo Scientific, Madison, Wisconsin, USA) was used to measure the quantity and quality of the resulting total RNA. Additionally, RNA quality was assayed using the Agilent BioAnalyzer (Agilent Technologies, Santa Clara, California, USA). No samples were excluded due to low RNA quality.

Total RNA input of 50 ng was used to generate cDNA with the Ovation® Pico WTA System V2 kit (NuGEN Technologies Inc., San Carlos, California, USA). cDNA samples were then purified using an Agencourt® RNAClean XP magnetic bead protocol (Beckman Coulter Inc., Brea, California, USA). Following purification, samples were amplified using SPIA reagents from the Ovation® Pico kit. A final cDNA purification was performed using an Agencourt® RNAClean XP magnetic bead protocol. Sample concentrations were determined using a 33 μg/ml/A260 constant on a Nanodrop 1000 Spectrophotometer. Approximately 4 μg of cDNA was fragmented and labeled with the NuGEN Encore® Biotin Module. Efficiency of the biotin labeling reaction was verified using NeutrAvidin (10 mg/ml) with a gel-shift assay.

A hybridization mixture with controls, including control B2 oligo, 20× eukaryotic control mix, herring sperm, acetylated BSA, 2× hybridization buffer and water, was added to all seven samples. 90 μl of this mixture was injected into a GeneChip® Yeast Genome 2.0 Array (Affymetrix, Santa Clara, California, USA) and placed in the Affymetrix GeneChip® Hybridization Oven 640 at 45 °C and 60 rpm for 18 h overnight. A staining mixture containing streptavidin-phycoerytherin dye (SAPE) and biotinylated anti-phycoerytherin antibody (BAP) was added to amplify signal intensities. Arrays were stained and washed in the Affymetrix GeneChip® Fluidics Station 450 using the Mini_euk2V3_450 fluidics script. All arrays were scanned with the Affymetrix GeneChip® Scanner 3000 and raw analysis performed with Affymetrix Expression Console^TM^ software. The raw data images produced from the scanner were processed into CEL files, which contained measure intensities for each probe on the array.

### 2.5 Gene expression statistical methods

Seven CEL files (four experimental and three control) were imported into the Gene Expression Workflow in Partek® Genomics Suite (PGS) version 6.6 (Partek Inc., St. Louis, MO, USA, www.partek.com). Background correction, quantile normalization, log2 transformation, and probeset summarization were performed using default settings for the Robust Multichip Average (RMA) procedure [5], [6], [7]. After *Schizosaccharomyces pombe* probesets, also present on the GeneChip® Yeast Genome 2.0 Array, were removed, a PCA was performed using a covariance dispersion matrix as part of the quality control of the data.

Differential expression (DE) between yeast exposed to simulated asbestos mine drainage (experimental) and unexposed yeast (control) was predicted at the gene-level (probesets summarized into transcript clusters/genes). One-way analysis of variance (ANOVA) was used to compare the individual gene expression data with respect to mine-tailings exposure, i.e. simulated asbestos mine drainage versus control. DE genes were defined based on an absolute fold change equal to or greater than 1.5 and an unadjusted *p*-value <0.05. Multiple comparison correction was performed using a FDR of 0.05 [8]. Input for the heatmap was the RMA-normalized expression data standardized to a mean of zero and a standard deviation of one for the subset of DE genes with an absolute fold change equal to or greater than 1.9 and a FDR <0.05.

## Appendix A Supplementary material

Supplementary Tables 1–3 file. An Excel file containing water chemistry methods and results for simulated asbestos mine drainage water, complete gene-level ANOVA results for S. cerevisiae-only probesets, and a subset of genes from the ANOVA results, which have an unadjusted *p*-value <0.05 and a fold change >|1.5|. The latter are considered differentially expressed (DE) between experimental and control groups in this study. Abbreviations: Probeset ID, Affymetrix GeneChip® Yeast Genome 2.0 Array probeset identifier; SGD, Saccharomyces Genome Database; stepup *p*-value, Benjamini & Hochberg׳s false discovery rate. Supplementary material

How the deposited data were processed for this re-analysis (not part of the article)

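RNA was measured in 7 independent cultures of S. cerevisiae NRRL Y-12632 after 24 h, 4 grown in simulated asbestos mine drainage media and 3 in control media, on Affymetrix Yeast Genome 2.0 arrays. The deposited values are log2 signals that the authors made with the Robust Multichip Average in Partek Genomics Suite, as the submitters' processing notes and the paper name them, with background correction, quantile normalization over all probesets and summarization of probes. Values ran from 0.163 to 12.8. Conditions and replicate numbers came from the sample labels, and the paper describes the cultures as independent.

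Genes were taken from a table that pairs probesets with the platform's annotation, with symbols updated through an R64 gene table of S. cerevisiae, which also gave coding lengths. Of 10928 probesets, 7244 had a single gene symbol, 1 had several and 3683 had none. A total of 5498 probesets named S. cerevisiae genes, 142 of them with an identifier that marks probes shared between transcripts or with several genes in the held part of the supplement, and no gene is named from those 142. Of the supplement's table of gene-level results, 1709 of its 5716 entries were held here, with p between 0.000104 and 0.0284 from the study's one-way ANOVA. For those, the mean difference computed from the deposited values and the log2 of the supplement's ratio differed by at most 5.9e-05. No overlap or enrichment was tested on that table.

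The comparison was mine drainage minus control, two-sided, with limma (version 3.58.1 in R 4.3.3), its moderated test with default settings and Benjamini-Hochberg adjustment over the 5498 probesets, at 5 residual degrees of freedom per probeset and with no filter on dim probesets. Gene lists, 42 in number, were written from knowledge of yeast and of the media before the data were examined, when the first entries of the supplement's table and the heatmap of the paper had been seen. Each list had at least 3 measured members, with the probeset of the highest mean signal for each gene, and was tested with limma camera at a preset correlation of 0.01 between genes, which compares the list with the other genes. Of the 13 lists past the threshold, none held with an estimated correlation. For the phosphate and calcineurin lists that estimate, 0.00943 and -0.0415, was not above the preset value, so a higher correlation does not account for their loss. For the rest of the 13 lists it was above the preset value, from 0.021 for the iron regulon to 0.408 for cytosolic ribosomal proteins. In fry, which tests whether the genes of a list move on balance in the same direction without comparison to other genes, 21 lists passed and 10 of these were among the 13. The ribosomal protein, respiratory and general stress lists did not pass fry (adjusted p = 0.0641, 0.0503 and 0.0869). The named genes are the 10 largest rises and 10 largest falls among probesets naming a single gene, at an adjusted p under 0.05 and with no overlap between the groups, with ALR1, ALR2, MNR2, MRS2, PHO84, PHO89, PMC1, ACT1, TDH3 and up to 4 members of each list described. ENA1, also in that rule, had no probeset that could be used here. Single values were compared with an exact permutation test over the 35 splits of the 7 arrays.

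The test was tried on simulated data with the real means, the spreads as limma estimates them and 200 changed probesets among 5498. Of 100 changed 1.5-fold, 88 were recovered by limma and 23 by the study's one-way ANOVA, and of 100 changed 2-fold, 97 and 72. False calls numbered 7 and 8. The spreads were limma's own, which favours limma over the ANOVA. Probesets were drawn independently, and fewer were changed than were called in the data. These numbers therefore do not measure recovery or false calls in the real arrays. Alternatives set before the data were examined were the study's ANOVA, a trend and robust prior, array weights, a further quantile normalization or median shift, a filter on dim probesets, probesets of a single gene only, the replicate number as a block, leaving out each array, other scalings of the principal components, an estimated correlation and every probeset of a gene. Added after the data were seen were a correction for a trend with coding length, the 3' to 5' difference as a covariate, and the inclusion of 75 probesets that the held part of the supplement lists and the gene table does not name. For arrays, the number of samples limits the precision, and no depth applies. Figures were drawn with matplotlib 3.10.9. Coordinates are not given, since the sources used here name no genome build for the array values.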

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

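The comparisons with other splits of the arrays and the test of mixed RNA in control replicate 1 were set before the result was seen. So were the study's one-way ANOVA, the fits without an array and the estimated correlation. The other tests below were chosen only after the result was seen.

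Among the 4 mine drainage arrays, a single array stood far from the rest for 11 of 235 items (4.68%), about the rate of 1 in 20 that chance gives. The items were genes, list means, technical measures and principal components. They overlap, so they are not independent trials. Mine drainage replicate 1 was the one apart for RPP2A (10.23), ALR2 (4.166), RGT2 (6.79), MND2 (7.156) and the mean of the respiratory chain and ATP synthase genes (8.683). Replicate 2 was apart for MNR2 (8.888) and COS9 (3.949), replicate 3 for TDH3 (11.81), GCV1 (8.618) and the mean of the potassium and sodium transport genes (8.301), and replicate 4 for COS111 (7.498). Among probesets that the paper does not analyse, those for rRNA had a mean log2 signal of 11.9 in mine drainage, above every control array. The hybridization controls, which do not come from the cells, were also higher on average, at 9.62 against 9.19 (exact permutation p = 0.0857). A difference between arrays was therefore not told apart from one between cultures. A probeset with no gene in the table used here was higher in mine drainage by a log2 difference of 1.585 (standard error 0.111, adjusted p = 0.000938 from limma). It was the only call among the 3395 unnamed probesets that remained when 75 listed in the held part of the supplement were set aside. The held entries have p between 0.000104 and 0.0284 from the study's ANOVA, so unnamed probesets with a small p were removed first. Entries outside that range are not held, so whether the paper analysed this probeset is not known. With those 75 added, the calls at an adjusted p under 0.05 numbered 1818, as against 1737, a rise that their selection by p favours. Of the 3395, 228 had an unadjusted p under 0.05 from limma, and none had an adjusted p under 0.05 with the study's one-way ANOVA.

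Other splits of the 7 arrays into 4 and 3 gave smaller numbers of changed probesets. Of 35 splits, only the real one, 1 split, reached 731 probesets at the study's thresholds (highest other 412) and 1737 at an adjusted p under 0.05 (highest other 26). The same held for 718 with a fold change of at least 1.5 as well (highest other 26) and 136 at 1.9 (highest other 9). These counts overlap, and 1 in 35 is the smallest share that the arrays allow (exact permutation p = 0.0286). Every other split also mixes the groups, which widens the spread within each side, so the splits alone cannot exclude chance. For the 13 gene lists 3 of the 35 splits gave as many, the highest other also 13, so that number does not stand apart from other splits.

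Many probesets differed between the groups, and long genes leaned lower, with a Spearman correlation of -0.15 between coding length and log2 difference across genes, which are not independent replicates. After a smooth trend with coding length was subtracted from each array, 1498 of the 1737 calls were still made, which argues against that trend as the whole source. A 3' to 5' difference between arrays stays open: the index differed between the groups with an exact permutation p of 0.0571, and with it as a covariate 50 probesets passed, as against 1737, while 653 (285 higher, 368 lower) met the study's thresholds, as against 731. Of the 1737 calls, 1735 kept their direction in that fit, the median absolute log2 difference went from 0.538 to 0.454 and the median standard error from 0.124 to 0.177, so that calls ended with a wider error as well as with smaller differences. Index and treatment run together over 7 arrays, so their effects cannot be told apart, and the media remain a further explanation that was not tested separately.

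Of the phosphate regulon genes that passed the test, 5 were higher and 1, PHO2, was lower, with 13 of 19 not called, and of the calcineurin-Crz1 response genes, CRZ1 among them, 7 were lower, with 7 of 14 not called. Both lists passed after the coding length trend was subtracted (adjusted p = 0.0155 and 0.0286), which argues against that trend as the whole source. Both also passed with the 3' to 5' index as a covariate (adjusted p = 0.0297 for each), but PHO84 alone did not pass, at 0.95 (adjusted p = 0.0638). Since index and treatment run together over the arrays, this fit cannot decide whether the index is a source for the lists. Without control replicate 1 both lists missed the threshold (0.0686 and 0.0582), and neither held with an estimated correlation (0.386). The media, which differ in pH, magnesium and other components at once, stay open for both lists and were not tested separately.

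Control replicate 1 lay toward the mine drainage arrays, a median 0.409 of the way for log2 signals over the 978 probesets called without it. A swapped or wrong label is argued against by its distance of 19 on PC1 from the nearest mine drainage array, whose own range is 5.35. RNA of a mine drainage culture mixed into it would place rising and falling genes equally far along on the linear scale. Their medians differed by -0.0359 (95% bootstrap interval -0.0838 to -0.0082), under the bound of 0.1 set before, so mixing stays open. The bootstrap resampled probesets of this array as if independent, so its interval does not hold the spread between cultures. Its 3' to 5' index of 0.706 was below those of the other controls, 0.818 and 1.02, so an array difference cannot be told apart from mixing or from a culture that grew differently.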

How the results depend on the processing

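The settings with coding length, the 3' to 5' index and the supplement's probesets were chosen only after the results were seen. The supplement's probesets come from entries with p of at most 0.0284 in the study's ANOVA, so adding them favours higher counts. The count at an adjusted p under 0.05 was 730 with the study's one-way ANOVA, 831 when supplement probesets were added to it, 3296 with array weights (whose fit stopped before convergence), 50 with the 3' to 5' index as a covariate, and 688 (without control replicate 2) to 1812 (without control replicate 1) when an array was left out. With a fold change of at least 1.5 as well, the count was 385, 431 and 50 under the study's ANOVA, that with supplement probesets and the index, and 490 to 978 with an array left out. At 1.9 it was 237 with array weights, 36 with the index, and 100 to 231 with an array left out; a further quantile normalization gave 79 higher and 40 lower, against 76 and 60. That normalization and the length correction turned the balance of higher and lower at the study's thresholds (359 to 324 and 336 to 320, against 326 to 405) and at an adjusted p with a fold change of at least 1.5 (351 to 321 and 328 to 313, against 322 to 396), and a median shift left it near even (355 to 358 and 351 to 350). Counts at the study's thresholds ran from 580 to 1017 with an array left out. The share of variance on PC1 was 47.5% with a correlation matrix, 54.5% with all probesets, and 58 to 70.1% with an array left out. The 13 gene lists became 0 with an estimated correlation and 9 to 17 with an array left out. The cause was not tested for these.

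The replicate numbers shared by the groups do not pair the samples: correlations of deviations between arrays of the same number were -0.0651, -0.177 and 0.082, and not every array correlated best with its own number. With the number as a block, 929 probesets passed at an adjusted p under 0.05.

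Lists that passed on neither side changed direction, with these adjusted p: with the index as a covariate, RNA polymerase I and III 0.266, cell cycle and histones 0.417 and subtelomeric genes 0.667; with a further quantile normalization, proteasome 0.639, mating 0.774 and cell cycle 0.919; after the length correction, potassium and sodium transport 0.857 and mitochondrial ribosomal proteins 0.979; with the study's ANOVA, cell cycle 0.974 and subtelomeric genes 0.927; with array weights, cell cycle 0.989 and vitamin B6 0.885; with dim probesets left out, subtelomeric genes 0.976, and with every probeset 0.402. With an array left out these lists ranged, for zinc from 0.757 to 0.961 (reversed at 0.895), for multidrug transport from 0.522 to 0.996 (reversed at 0.929 and 0.996), for cell cycle from 0.745 to 0.996 (reversed at 0.844, 0.929 and 0.966) and for subtelomeric genes from 0.745 to 0.996 (reversed at 0.929). Of single genes, ALR1 went to 0.095 after the length correction, PHO89 to 0.14, ACT1 to -0.025 and COS8 to 0.044 after a further quantile normalization, and IDP2 to 0.074 with the index. Of the comparisons of a named gene or list under an alternative, 2941 and 770 kept direction and side of the threshold, 351 and 25 lost the call and 32 and 24 gained it. Of the S. cerevisiae probesets 98.6% lay above the S. pombe level, but so did the dim probeset of PHO89, which says little. That level therefore does not mark a reliable signal. The called probesets of ARR2 (1.905 in mine drainage, 2.629 in control) and SPS2 (2.679 and 3.683) were also dim.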

Differences from the paper's values

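At an FDR under 0.05, limma called 1737 probesets, and the paper's value is 761. Of the alternatives set before the data were examined, those within 1.5 times of the paper's value were the study's one-way ANOVA (730), the replicate block (929) and the fits without control replicate 2 (688), control replicate 3 (861), mine drainage replicate 3 (1134) or mine drainage replicate 4 (1118). Those that were not were the trend and robust prior (1790), array weights (3296), a further quantile normalization (1671), a median shift (1698), the filter on dim probesets (1741), probesets of a single gene (1681) and the fits without control replicate 1 (1812), mine drainage replicate 1 (1784) or mine drainage replicate 2 (1723). With a fold change of at least 1.5 as well, limma called 718 and the paper's value is 405. Within 1.5 times of it were the study's ANOVA (385) and the fits without control replicate 2 (490), control replicate 3 (496) or mine drainage replicate 3 (596), and not the trend and robust prior (719), array weights (970), a further quantile normalization (672), a median shift (701), the filter on dim probesets (718), probesets of a single gene (690), the replicate block (670) or the fits without control replicate 1 (978), mine drainage replicate 1 (773), replicate 2 (770) or replicate 4 (660). The study's ANOVA with the supplement's unnamed probesets added, chosen after seeing the values, gave 831 and 431. Those probesets come from entries with p of at most 0.0284 in that ANOVA, which favours higher counts. Since the paper's table is held here in part, the paper's calls that this fit drops were not counted. The paper's methods name the one-way ANOVA, while limma was the test here.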

Other observations

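The settings with the 3' to 5' index or a coding length correction, named at the end, were chosen only after the results were seen. Among called genes of ribosome biogenesis, autophagy and peroxisomes more were lower than higher, and none of these lists passed the limma camera test with treatment as the only term and all 7 arrays, at its preset correlation. Of 91 ribosome biogenesis genes 20 fell and 4 rose (16 lower and 4 higher when adjusted over the list alone, list adjusted p = 0.261), with NOP53 at -0.94 and RRP17 at -1.04. Autophagy had 9 of 32 lower and 4 higher (10 and 5 when adjusted over the list alone; 0.263), with ATG5 at -0.71 and ATG33 at 0.93, and peroxisomes and fatty acid oxidation 8 of 32 lower and 3 higher (9 and 3; 0.35), with PEX6 at -0.85 and PEX19 at -0.82. Inositol and phospholipid synthesis had 5 of 21 lower and 1 higher (7 and 1; 0.195), with the regulator gene INO4 at -0.79 and the desaturase gene OLE1 at 0.65. Of cell wall genes, 10 of 36 rose and 6 fell (10 and 7; 0.181), CWP1 rising by 1.16 and PIR3 by 1.04 while CHS1 stood at -0.90. In the unfolded protein response 4 of 22 rose and 3 fell (5 and 3; 0.268), with HAC1, its transcription factor, higher by 1.34. Multidrug transport had 5 of 21 higher and 4 lower (the same; 0.816), with the drug pump gene PDR5 higher by 0.98 and WAR1 at -0.93. In the mating list 3 of 26 rose and 5 fell (3 and 6; 0.76), with AGA1 at -0.83.

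In the Rim101 pathway of alkaline pH 3 of 10 genes fell and none rose (3 lower and 1 higher when adjusted over the list alone; 0.263), with DFG16 at -0.56. Of the zinc regulon 4 of 16 rose and 4 fell (5 and 4; 0.931), with ZPS1 at -0.79, and of potassium and sodium transport 1 of 11 rose and 3 fell (the same; 0.763), with KHA1, NHA1 and TRK1 at -0.60, -0.66 and -0.61. Arsenic and heavy metal detoxification had 1 of 10 in each direction (the same when adjusted over the list alone, list adjusted p = 0.748). ARR2 stood at -0.72 on a dim probeset (1.905 in mine drainage, 2.629 in control). For trehalose and glycogen 4 of 18 rose and 1 fell (the same; 0.0587), TPS2 by 0.50, and for heat shock proteins and chaperones 2 of 28 rose and none fell (0 when adjusted over the list alone; 0.0691), SSA2 by 0.33. The vacuolar ATPase had 5 of 21 higher (1 when adjusted over the list alone; 0.162), VMA3 by 0.56, gluconeogenesis and the glyoxylate cycle 2 of 24 (1; 0.263), with CAT8 at 0.62, and the proteasome 3 of 34 higher and 1 lower (the same; 0.328), with RPN10 at 0.56. Hexose transport had 1 of 16 in each direction (the same; 0.507), HXT4 at 0.54 and RGT2 at -0.47. The list of mitochondrial ribosomal proteins, drawn by gene symbol, had 7 of 66 higher and 4 lower (5 and 1; 0.35), MRPL15 at 0.67, and RNA polymerases I and III 3 of 23 each way (the same; 0.507), RET1 at -0.41. The cell cycle and histone list had 7 of 38 higher and 6 lower (the same; 0.957), HTB2 at 0.61 and MBP1 at -0.85, the vitamin B6 and quiescence list 6 of 20 higher and 3 lower (6 and 4; 0.787), SNZ1 at 1.07 and VHT1 at -0.76, and none of 6 subtelomeric genes passed (0; 0.914). Medians and tests differed in sign for potassium and sodium transport (median 0.012, tested lower), the vitamin B6 list (median -0.052, tested higher), the cell cycle list (median -0.050 and mean -0.027, tested higher) and the subtelomeric list (median -0.058, tested higher), and so did the mean of the arsenic list (-0.0081, tested higher).

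Some lists that did not pass did so in part of their 20 alternatives, none of them with an estimated correlation. Ribosome biogenesis passed in 3, lower with the 3' to 5' index as a covariate (adjusted p = 3.65e-05), without control replicate 3 (0.0231) and without mine drainage replicate 1 (0.0322), over a range up to 0.895 (adjusted p = 0.868 with an estimated correlation). Heat shock proteins and chaperones passed in 7 (range 0.0018 to 0.718) and trehalose and glycogen in 7 (range 0.00803 to 0.511), with adjusted p of 0.718 and 0.511 with an estimated correlation. Amino acid synthesis passed in 3 (range 0.042 to 0.637), oxidative stress defence in 2 (0.0297 to 0.511), and sulfate assimilation and methionine (0.00666) and gluconeogenesis and the glyoxylate cycle (0.009) with the index alone. With an estimated correlation these had adjusted p of 0.569, 0.511, 0.718 and 0.608, in that order.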
